# *CCND1* Amplification Profiling Identifies a Subtype of Melanoma Associated With Poor Survival and an Immunosuppressive Tumor Microenvironment

**DOI:** 10.3389/fimmu.2022.725679

**Published:** 2022-07-01

**Authors:** Jun Liu, Jing Lin, Xuefeng Wang, Xiaobin Zheng, Xuan Gao, Yingying Huang, Gang Chen, Jiani Xiong, Bin Lan, Chuanben Chen, Lu Si, Yu Chen

**Keywords:** *CCND1* amplification, melanoma, poor survival, immune checkpoint inhibitors, tumor mutation burden, tumor microenvironment, oxidative and lipid metabolism signaling pathway

## Abstract

**Background:**

Although melanoma is generally regarded as an immunogenic cancer that will respond to immune checkpoint inhibitors (ICIs), melanomas with *CCND1* amplification respond poorly to these therapies. Further understanding how *CCND1* amplification impacts the effectiveness of ICI therapy is important for the design of future clinical trials.

**Methods:**

We used data from tumor samples taken from Chinese patients with melanoma analyzed at the Geneplus Institute (*n*=302), as well as data from the Cancer Genome Atlas (TCGA) database (*n*=367) and the Memorial Sloan Kettering Cancer Center (MSKCC) database (*n*=350) to estimate the prevalence of *CCND1* amplification in melanoma, interrogate the relationship between *CCND1* amplification and survival in patients with melanoma, and explore the molecular mechanisms of *CCND1* amplification. We also established a murine model of melanoma harboring *CCND1* amplification and utilized RNA-seq to verify the findings from human tissue samples.

**Results:**

Data from all three sources revealed a low frequency of *CCND1* amplification co-occurring with *BRAF V600*, *NRAS*, *NF1*, and *KIT* mutations. Data from TCGA did not show a statistically significant correlation between *CCND1* amplification and prognosis, irrespective of ICI use. In contrast, the MSKCC cohort showed that *CCND1* amplification was an unfavorable prognostic factor for patients with melanoma, especially for patients who received ICIs and had a high tumor mutation burden (TMB). The TCGA data showed that *CCND1* amplification was associated with a higher proportion of immunosuppressive cells (Treg cells and M2 macrophages) and a lower proportion of immune boosting cells (follicular helper T cells naïve B cells, CD8^+^ T cells). Murine models supported the association between a suppressive immune microenvironment and *CCND1* amplification; tumors with *CCND1* amplification had reduced mRNA expression of CD8, Gzm, B2m and Tap1, significantly higher proportions of resting CD4 memory T cells and significantly lower proportions of plasma cells, CD8 T cells, and T follicular helper cells. Furthermore, a Gene Set Enrichment Analysis (GSEA) analysis of data from the TCGA database suggested that signaling pathways involved in oxidative phosphorylation, reactive oxygen species, adipogenesis, fatty acid metabolism, DNA repair, and Myc targets were differentially enriched in melanoma tumors with *CCND1* amplification. Finally, we observed a notable reduction in levels of angiogenesis-related molecules (encoded by *HIF1A, VEGFA, VEGFR1, FGF2, FGFR1, FGFR4, HGF*, *PDGFA*, *PDGFRA*, *ANGPT1*, and *ANGPT2*) in a high *CCND1* amplification group from the TCGA database.

**Conclusions:**

Melanoma with *CCND1* amplification is an independent genomic subtype associated with a poor prognosis, an immunosuppressive TME, activated oxidative and lipid metabolism, and down-regulated angiogenesis. Therefore, avoiding ICIs and antiangiogenic agents, while employing CDK4/6 inhibitors alone or in combination with ICIs, and targeting oxidative and lipid metabolism pathways, may be effective therapeutic strategies for melanoma patients harboring *CCND1* amplification.

## Introduction

Melanoma is one of the deadliest cancers due to its high recurrence rate and high metastatic potential (1–4). Although the incidence of melanoma is rising worldwide (5, 6), melanoma tumors are generally characterized by high immunogenicity, which theoretically makes them good candidates for immunotherapy. However, more than 50% of patients with melanoma do not respond to treatment with immune checkpoint inhibitors (ICIs; inhibitors of programmed death-1/programmed death ligand-1 [PD-1/PD-L1]) (2, 7). Therefore, while immunotherapy represents an important advancement in the treatment of melanoma, there remains a need to develop new effective therapies and further understand the mechanisms behind the high rate of non-response to ICIs.

Melanoma tumors are broadly categorized into four subtypes: acral, mucosal, non-acral cutaneous, and unknown primary melanoma, based on their clinical and pathological features (8, 9). These different subtypes are associated with differential response rates to ICIs (10–12). Recently, advances in molecular biology have revealed that melanomas are also genetically heterogeneous. In this regard, the Cancer Genome Atlas (TCGA) program has established a framework of genomic classification for cutaneous melanomas as BRAF, NRAS, NF1, and Triple Wild-Type (WT), and serves as a guide when making decisions about therapy (13).

The classification of melanomas using the TCGA framework facilitates the discovery of common characteristics shared within the genetic subsets, therefore providing signposts for prognosis and therapy. This deeper understanding of melanoma at the level of the molecular and immune microenvironment has been successfully leveraged to identify novel treatment targets and strategies following a personalized medicine approach. For example, melanomas harboring mutations of driver events in the MAPK pathway (BRAF, NRAS, NF1, KIT, and so on) have been shown to respond well to MEK/MAPK inhibitors (2, 14–26). Furthermore, approximately half of melanomas are reported as an “immune” subtype and around one-third of patients with this subtype respond to treatment with ICIs (13, 27–29). Although these previous findings represent significant advances in melanoma treatment, they also suggest that many patients have melanomas that are challenging to treat due to an absence of hot-spot mutations or resistance to ICIs. Therefore, the development of new and effective therapeutic strategies for patients without specific mutations or immunogenic tumors is an urgent unmet need.

We have previously reported findings from a sample of melanoma tumors that revealed significant enrichment for cyclin D1 (CCND1) amplification in patients with a Triple-WT genomic classification and these patients had a lower response rate to ICIs (13, 30). The product of the *CCND1* gene is a G1 phase cell cycle regulator and *CCND1* therefore acts as an oncogene (31, 32). In our early research on the characterization of *CCND1* amplification in pan-cancer (nine solid tumor types) using data from three databases (Geneplus, TCGA, and MSKCC) we confirmed that *CCND1* amplification is associated with a poor response to ICIs. We also found the overexpression of *VEGFA*, *HIF1A, PDGFA-D, FGF2, HGF*, and the activating pathways of epithelial mesenchymal transition, TGF-β signaling, and KRAS signaling may contribute to immunosuppression in *CCND1* amplified tumors (33). Given the unique properties and complexity of melanoma, it is essential to explore the *CCND1* amplification landscape specific to melanoma and identify unique pathopoiesis mechanisms. Building on our previous work, in the present study, we further investigated the prevalence of *CCND1* amplification and the relationship between *CCND1* amplification and survival in patients with melanoma, and explored the potential molecular signaling pathways implicated in melanoma with *CCND1* amplification.

## Methods

### Samples

Tumor tissue samples were obtained from 302 Chinese patients with melanoma and sent for next-generation sequencing (NGS) at Geneplus-Beijing (Beijing, China). Corresponding clinical data for these patients were collected from our records. This study was approved by the Ethics Committee of Fujian Provincial Cancer Hospital. Written, informed consent was obtained from all participants before inclusion.

### DNA Extraction

Germline genomic DNA was extracted from peripheral blood lymphocytes and frozen tissue samples using the DNeasy Blood & Tissue Kit (Qiagen, Hilden, Germany). DNA from formalin-fixed, paraffin-embedded (FFPE) tissue samples was isolated using Maxwell^®^ 16 FFPE Plus LEV DNA Purification (Qiagen, Hilden, Germany Kit. catalog: AS1135) according to the manufacturer’s protocol.

### NGS and Analysis

NGS was carried out as previously reported (33). Illumina 2 × 75-bp paired-end reads on an Illumina HiSeq 3000 instrument and KAPA DNA Library Preparation Kit (Kapa Biosystems, Wilmington, MA, USA) were used for sequencing. Barcoded libraries were hybridized to a customized panel of 1021 genes. The libraries were sequenced to a uniform median depth (>500×) and assessed for somatic variants including single nucleotide variants (SNVs), small insertions and deletions (InDels), copy number alterations (CNA), and gene fusions/rearrangements. Contra (v2.0.8) was employed to identify CNAs (34). The CNA number was expressed as the ratio of adjusted depth between ctDNA and germline DNA, and was analyzed using FACETS with log2ratio thresholds of 0.848 and -0.515 for gain and loss, respectively (35). Specifically, for the *CCND1* gene, samples with chromosome 11q13.3 alterations were further reviewed for CNAs. We have uploaded the sequencing data of the geneplus cohort to the EMBL-EBI European Nucleotide Archive, the project: PRJEB50175; Analyses: ERZ4866806.

### Data From the TCGA and MSKCC Databases

Data from 367 tumor tissue samples from melanomas with CNAs included in the TCGA database were obtained from the Broad Institute Genomic Data Analysis Center (https://gdac.broadinstitute.org/). The TCGA cohort consisted of skin cutaneous melanomas (SKCM). Survival information and RSEM-normalized gene level data were also downloaded.

Data from 306 tumor tissue samples from melanomas with CNAs included in the MSKCC database and corresponding patient survival information were downloaded. A total of 231 patients who had received at least one dose of ICIs at MSKCC were included in a MSKCC-immunotherapy (MSKCC-IO) cohort which is a subset of MSKCC cohort. For these patients, overall survival (OS) was defined as the time from the date of the first infusion of any ICI to death from any cause.

### Database Analysis for *CCND1* and Tumor Mutation Burden

The FACETS algorithm was used to define CN changes, including putative biallelic CN amplification (+2) and putative biallelic neutral (0) for samples from patients in the MSKCC cohort (35). The total number of somatic mutations identified was normalized to the exonic coverage of the MSK-IMPACT panel in megabases. Cases in the top twentieth, fortieth, sixtieth, and eightieth percentiles of TMB were identified. Cases within the top twentieth percentile of TMB were categorized as the TMB-High group (*n*=51).

### Tumor Purity Estimate and Infiltrating Immune Cells Inference

The ESTIMATE tool was used to analyze immune components and overall stroma in the TCGA cohort (36). The CIBERSORT algorithm was employed to profile the infiltration levels of 22 immune cell populations (37).

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis software version 3.0 (Broad Institute) was used to verify the activated signaling pathways in the *CCND1* amplification group compared to the *CCND1* neutral group in the TCGA melanoma cohort.

### Lentivirus-Mediated Overexpression of *CCND1* in the B16 Melanoma Cell Line

For overexpression of CCND1, mRNA-derived Ccnd1 cDNA sequence were cloned under control of the EF1α promoter in the lentiviral vector pCDH. The generation of lentivirus vectors was performed by co-transfecting pCDH carrying the expression cassette with helper plasmids pMD2.g and psPAX2 into HEK 293T cells using Lipofectamine 3000 reagent (Invitrogen Life Technology, Waltham, MA). The viral supernatant was collected 48 hours after transfection, and viral titers were determined by transducing HeLa cells at serial dilutions and analyzing the GFP expression using flow cytometry. Cells at 50–70% confluency were infected with viral supernatants containing 10 mg/ml Polybrene for 24 hours, after which fresh medium was added to the infected cells, which were later selected with puromycin.

### Mouse Xenograft Model and RNA-Seq Analysis

Tumor models were established in female C57BL/6 mice aged 6 weeks. Animal care and handling procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals, and the animal study protocol was approved by the Institutional Animal Care and Use Committee of Fujian Medical University. *CCND1* amplification B16 cells or control cells (5×10^5^ cells for each mouse) were injected subcutaneously into the backs of mice. Tumor volumes were monitored and recorded every three days. The tumor volumes were estimated using the following formula: 0.5 × length×width^2^. RNA-Seq experiments were used to investigate the transcriptional profiles, and it was did by Shanghai KangChen Biotech Company, Shanghai, China (http://www.kangchen.com.cn). Corresponding GEO accession numbers were GSE180327.

### Statistical Analysis

Two-tailed, unpaired *t-*tests were used to compare intergroup differences in variables. Kaplan-Meier survival curves and multivariate Cox regression analyses were used to analyze associations between *CCND1* status and survival. Log-rank tests were used to evaluate the statistical significance of differences between survival curves stratified by TMB. The SPSS statistical software version 23.0 (SPSS), Prism analysis and graphic software version 8.0.1 (GraphPad) and R Foundation for Statistics Computing, R script (v3.6.0) were used for difference analyses. Statistical significance was defined as *P*<0.05.

## Results

### Prevalence of *CCND1* Amplification in Melanoma

Among the 302 Chinese melanoma patients whose tumor tissue underwent targeted sequencing with a 1021-gene panel we found *CCND1* amplification in 7.62% of cases (23/302). Furthermore, among the cohorts from the TCGA and MSKCC databases, the incidences of *CCND1* amplification were 6.3% (23/367) and 4.9% (17/350), respectively (**Figure 1A**).

**Figure 1:**
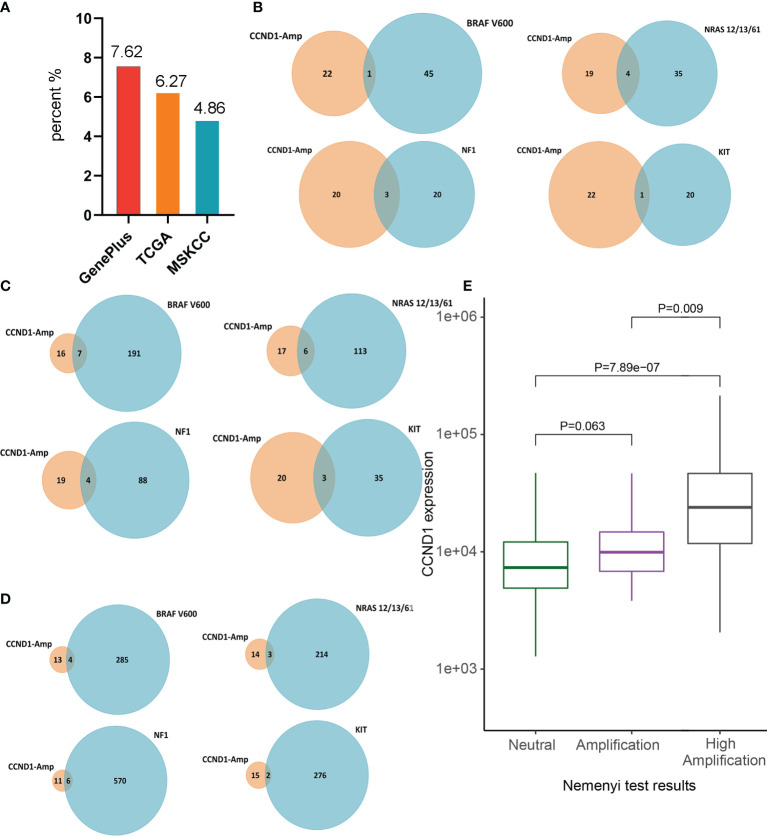
Prevalence of *CCND1* amplification in melanoma. **(A)** The prevalence of *CCND1* amplification calculated using data from Chinese patients with melanoma analyzed by Geneplus (*n*=302) and using data from the TCGA (*n*=367) and MSKCC (*n*=350) databases. **(B)** The frequency of co-occurrence of *CCND1* amplification with *BRAF V600*, *NRAS*, *NF1*, *KIT* in samples from Chinese patients with melanoma analyzed by Geneplus. The frequency of co-occurrence of *CCND1* amplification with *BRAF V600*, *NRAS*, *NF1*, *KIT* in samples from the **(C)** TCGA and **(D)** MSKCC databases. **(E)** *CCND1* mRNA expression in the *CCND1* Neutral group (*n*=191), Amplification group (*n*=46) and High Amplification group (*n*=23) in samples from the TCGA database. MSKCC, the Memorial Sloan Kettering Cancer Center; TCGA, The Cancer Genome Atlas.

To characterize the molecular heterogeneity among the four genomic subtypes of cutaneous melanomas, the co-occurrence of *CCND1* amplification with major driver mutations (*BRAF V600*, *NRAS*, *NF1*, and *KIT*) was analyzed in the three cohorts. The *BRAF* mutation is the most common mutant gene in melanoma and co-occurred with *CCND1* amplification in 0.33% (1/302), 1.91% (7/367), and 1.14% (4/350) of tumor samples from the Geneplus, TCGA, and MSKCC cohorts, respectively. *RAS* is the second major mutant gene in melanoma and the co-occurrence frequency with *CCND1* amplification was 1.32% (4/302), 1.63% (6/367), and 0.86% (3/350) among the Geneplus, TCGA, and MSKCC cohorts, respectively. The third most frequently observed mutated gene in our analysis was *NF1*, which co-occurred with *CCND1* amplification in 0.99% (3/302), 1.09% (4/367), and 1.71% (6/350) of samples from the Geneplus, TCGA, and MSKCC cohorts, respectively. In addition, the *KIT* mutation co-occurred with *CCND1* amplification in 0.33% (1/302), 0.82% (3/367), and 0.57% (2/350) of tumor samples in the Geneplus, TCGA, and MSKCC cohorts, respectively (**Figures 1B–D**).

To investigate the relationship between *CCND1* amplification and *CCND1* mRNA expression, we stratified the 367 melanoma samples from TCGA based on *CCND1* amplification levels. We assigned each melanoma sample a *CCND1* amplification level score, defined as: Neutral group (*n*=191), Amplification group (+1; *n*=46), and High Amplification group (+2; *n*=23) (38, 39). Gene expression analysis showed that the *CCND1* High Amplification group expressed a significantly higher level of *CCND1* mRNA compared to the Neutral group (*P*=7.89e-07) and the Amplification group (*P*=0.009). The *CCND1* Amplification group exhibited higher *CCND1* mRNA expression than the Neutral group but the difference did not reach statistical significance (*P*=0.062) (**Figure 1E**). These data suggest that *CCND1* amplification level score +2 is the optimal cut-off to distinguish *CCND1* mRNA expression level.

### Association Between *CCND1* Amplification and Survival

To determine whether *CCND1* amplification can provide prognostic information for patients with melanoma, regardless of ICIs use, we investigated the association between *CCND1* amplification and OS curves using data from the TCGA and MSKCC databases. Data from the MSKCC database showed that *CCND1* amplification was associated with poor survival (*P*=0.0139) (**Figure 2A**), consistent with prior reports (33, 40). However, in contrast, data from the TCGA database showed no association between *CCND1* amplification and survival (*P*=0.3293) (**Figure 2B**). We further analyzed the copy number variation (CNV) of genes in 11q13.3 locus of 1105 samples from patients received ICI treatment in MSKCC-IO cohort. Genes in 11q13.3 locus include *CCND1*, *FGF3*, *FGF4* and *FGF19*. We calculated the co-amplificative frequency of *FGF3* (88.46%), *FGF4* (88.46%) and *FGF19* (88.46%). We did the univariate analyses in MSKCC-IO cohort. The result is displayed in **Table S1**. The result indicated that amplifications of *CCND1*, *FGF3*, *FGF4* and *FGF19* were all negative prognostic factors, with statistical significance. Therefore, co-amplified *FGF3*, *FGF4* and *FGF19* may also contribute to the worse outcome (41). PAK1 and GAB2 were well known regulators of the MAPK pathway and might participate in the regulation of melanoma development and response to therapies. We found that 56% had P*AK1* high amplification and 52% had *GAB2* high amplification among *CCND1* high amplification melanoma patients **Figure S1**, indicating that co-amplified *PAK1* and *GAB2* should also participated the worse outcome of melanoma.

**Figure 2:**
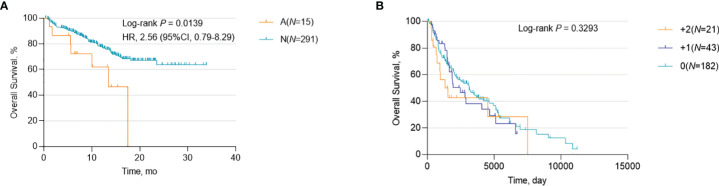
Association between survival and *CCND1* amplification in patients with melanoma. Kaplan-Meier survival analysis of melanoma patients, regardless of ICI use, calculated using data from **(A)** the MSKCC database (*n*=306) and **(B)** the TCGA database (*n*=246). ICI, immune checkpoint inhibitor; MSKCC, the Memorial Sloan Kettering Cancer Center; TCGA, The Cancer Genome Atlas.

### Association Between *CCND1* Amplification and Survival in Melanoma Patients After ICI Treatment

A correlation between a high level of somatic copy number alterations (SCNAs) and poor survival after immunotherapy has been previously described in multiple cancer types (40–44). Our early pan-cancer study also reported that patients with *CCND1* amplification benefit less from ICIs (33). In this study, we used data from the MSKCC database to verify these previous results in melanoma patients who had received ICIs. We defined melanoma patients who had received MSKCC-IMPACT testing and at least one dose of ICIs as the MSKCC-IO cohort; the characteristics of the 14 patients with *CCND1* amplification in the MSKCC-IO cohort are shown in **Table S2**. Firstly, we assessed the relationship between *CCND1* amplification and OS in the MSKCC-IO cohort. As expected, melanoma patients with *CCND1* amplification showed significantly shorter OS than the *CCND1* neutral group (*P*=0.0029) (**Figure 3A**).

**Figure 3:**
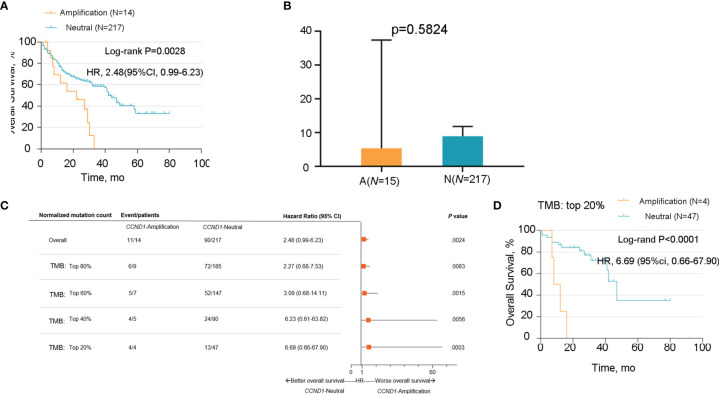
Association between survival and *CCND1* amplification in melanoma patients after treatment with ICIs in the MSKCC-IO cohort (*n*=231). **(A)** The relationship between survival and *CCND1* amplification in the MSKCC-IO cohort. **(B)** The correlation between TMB and *CCND1* amplification in samples from patients with melanoma included in the MSKCC-IO cohort (*n*=232). **(C)** Hazard ratio of *CCND1* status across melanoma patients with different level of TMB in the MSKCC-IO cohort (*n*=232). **(D)** Kaplan-Meier survival analysis of melanoma patients in the top 20% TMB within each histology in the MSKCC-IO TMB-high subgroup (*n*=51). ^a^The MSKCC-IO cohort included data from patients in the MSKCC database who had received at least one dose of ICIs. ICI, immune checkpoint inhibitor; MSKCC, the Memorial Sloan Kettering Cancer Center; TCGA, The Cancer Genome Atlas; TMB, tumor mutation burden.

In light of the previously-reported correlation between TMB and immune activity in the tumor microenvironment (45, 46), we sought to determine whether there was a correlation between TMB and *CCND1* amplification in melanoma using data from the MSKCC-IO cohort. We compared the TMB between the *CCND1* Amplification and Neutral groups and found no significant difference (*P*=0.5824) (**Figure 3B**). We subsequently stratified the MSKCC IO-cohort based on the percentile of TMB, and the result showed that patients with melanoma harboring *CCND1* amplification did not benefit from ICIs regardless of TMB status (**Figure 3C**). A cut-off of the top 20% TMB values (3.6 muts/Mb) was selected to define the TMB-High population in this study as suggested by Samstein et al. (45). Stratified analysis of the TMB-High subgroup of the MSKCC cohort showed *CCND1* amplification was associated with poor survival (*P*<0.0001) (**Figure 3D**). Finally, we utilized a multivariable Cox proportional hazards model to derive a combined risk score. In this multivariable model, the contribution of *CCND1* amplification was significant (hazard ratio=2.439, *P*=0.006) (**Table S3**). Our data showed that the median OS in the *CCND1* amplification group was significantly shorter than for the non *CCND1* amplification group after adjustment for TMB, age, drug class of ICI, and the year that ICI treatment was initiated (*P*=0.006) (**Table S3**).

### Immune Landscape of the *CCND1* Amplification in Melanoma

Emerging evidence suggests that *CCND1* amplification is associated with tumor immunosuppression and inhibition of anti-tumor immune effector cells across multiple cancer types (33, 40). In the present study, we investigated the association between *CCND1* amplification and the tumor immune microenvironment in melanoma using data from the TCGA cohort. Firstly, we evaluated the relationship between *CCND1* amplification and the infiltrating fraction of stromal and immune cells using the ESTIMATE tool and did not observe any difference between patients with and without *CCND1* amplification (*P*=0.84) (**Figure 4A**). Next, we used CIBERSORT to evaluate the immune infiltration of 22 immune cell subsets whose expression was up-regulated or down-regulated in melanoma with *CCND1* amplification (**Figure 4B**). The *CCND1* High Amplification group had significantly higher proportions of Tregs (*P*=0.0510) and resting mast cells (*P*=0.0081), and significantly lower proportions of T follicular helper cells (*P*=0.019). However, no significantly higher proportion of immunosuppressive cells (e.g., M2 macrophages) and no significantly lower proportion of immunity boosting cells (e.g., naïve B cells, CD8^+^ T cells) was observed in the *CCND1* High Amplification group. Overall, there was a clear trend towards *CCND1* amplification promoting an immunosuppressive microenvironment. These results suggest that the TME of melanoma tumors with *CCND1* amplification is more inclined to be immunosuppressive and tumorigenic.

**Figure 4:**
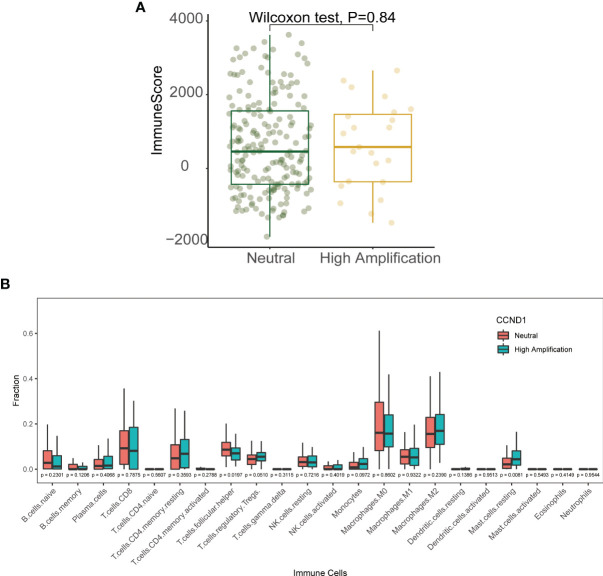
Immune landscape of the *CCND1* amplification in samples from patients with melanoma in the TCGA database. **(A)** The relationship between *CCND1* amplification status and infiltrating fraction of stromal and immune cells using ESTIMATE on data from the TCGA database (*n*=237). **(B)** The relationship between *CCND1* amplification status and immune infiltration of 22 immune cell subsets using CIBERSORT on data from the TCGA database (*n*=237). MSKCC, the Memorial Sloan Kettering Cancer Center; TCGA, The Cancer Genome Atlas.

### Signaling Pathways and Angiogenesis Molecules Associated With *CCND1* Amplification in Melanoma

To further verify signaling pathways activated in melanoma with *CCND1* amplification, we performed a GSEA comparing the *CCND1* Amplification and *CCND1* Neutral groups using data from TCGA. Gene sets were differentially enriched in the *CCND1* High Amplification group, as they were related to processes of oxidative metabolism and lipid metabolism, such as oxidative phosphorylation, reactive oxygen species, adipogenesis, fatty acid metabolism, DNA repair, and Myc targets (**Figure 5A**).

**Figure 5:**
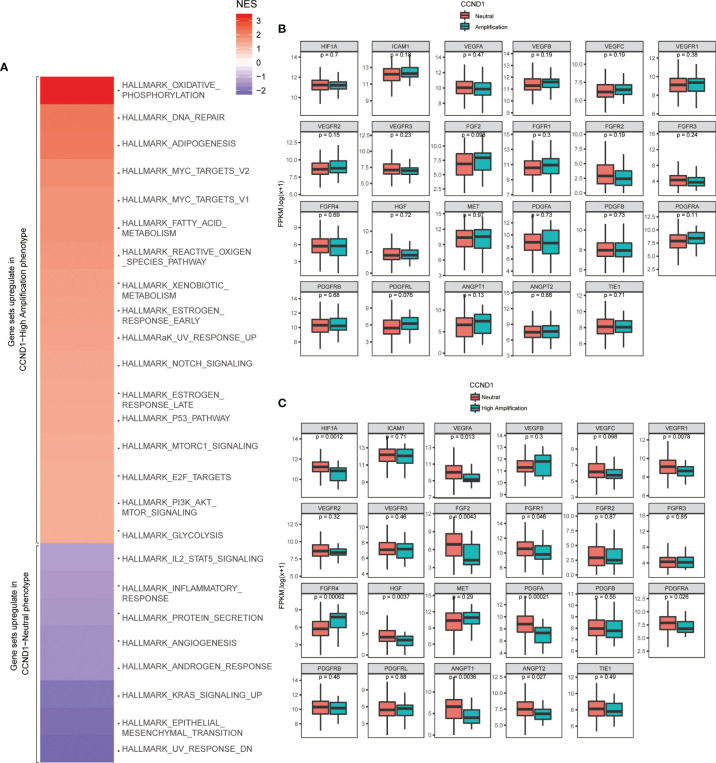
Identification of signaling pathways and angiogenesis molecules associated with *CCND1* amplification in patients with melanoma included in the TCGA database (*n*=237). **(A)** Activated signaling pathways in patients with melanoma from the TCGA database categorized into *CCND1* High Amplification and Neutral groups using GSEA analysis. Prevalence of TME-related angiogenesis molecules in patients with melanoma from the TCGA database categorized into **(B)** *CCND1* Amplification and Neutral groups and **(C)** High Amplification and Neutral groups. TCGA, The Cancer Genome Atlas; TME, tumor microenvironment.

Finally, we analyzed the prevalence of TME-related angiogenesis molecules in melanoma with *CCND1* amplification using data from the TCGA database. There were no significant differences between the *CCND1* Amplification group and the *CCND1* Neutral group (**Figure 5B**). Overall, significant decreases in *HIF1A* (*P*=0.0012), *VEGFA* (*P*=0.013), *VEGFR1* (*P*=0.0078), *FGF2* (*P*=0.0043), *FGFR1* (*P*=0.046), *FGFR4* (*P*=0.00062), *HGF* (*P*=0.0037), *PDGFA* (*P*=0.00021), *PDGFRA* (*P*=0.026), *ANGPT1* (*P*=0.0036), and *ANGPT2* (*P*=0.027) were observed in the *CCND1* High Amplification group compared to the *CCND1* Neutral group (**Figure 5C**).

### Murine Models of *CCND1* Amplified Melanoma

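RNA from B16 tumors was sequenced in 6 libraries, 3 labelled control (replicates 1, 2 and 4) and 3 labelled CCND1 amplification (replicates 1, 2 and 3). The labels of the second group speak of CCND1 overexpression, and amplification is the paper's word, used here for these libraries throughout. B16 is a pigmented melanoma cell line from C57BL/6 mice, and each mouse, aged 6 weeks, received 500000 cells. The paper's methods describe a lentiviral vector carrying the Ccnd1 cDNA as the way in which Ccnd1 was raised in the cells. The authors deposited one table with a value per transcript and library, taken here as FPKM (fragments per kilobase of transcript, scaled by library size). The paper's text names no aligner, genome build, annotation or unit for these values. The table lists 26890 transcripts, each with a mean of at least 0.5 in one of the groups, so a transcript that is not listed can still be expressed at a low level. Of these, 26819 were matched by their Ensembl identifier to GENCODE M21 on GRCm38, and FPKM values were summed over the transcripts of each gene, which gave 13716 genes. The listed values summed to 414529, 393242 and 345182 FPKM in control replicates 1, 2 and 4, and to 399757, 390188 and 382225 FPKM in CCND1 amplification replicates 1, 2 and 3. FPKM values hold no library totals. The low values stepped in whole fragments clearly beyond chance only in CCND1 amplification replicates 1 and 3, which gave estimates of 10045218 and 11560367 fragments, and the depth of the other 4 libraries is unknown. Differences between the groups were tested with limma on log2(FPKM + 1) over the 13323 genes with a mean of at least 0.5 FPKM, and a fold change on this scale understates the change of low genes. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1.
The libraries differed in more than their label. Transcripts of the melanocyte gene Mlana were at 1009 and 596 FPKM in control replicates 1 and 2 and at 3.38 FPKM in control replicate 4, and lay between 999.9 and 1151 FPKM in the 3 libraries labelled CCND1 amplification. The surfactant gene Sftpc, a gene of lung epithelium, was at 3444, 5063 and 8376 FPKM in control replicates 1, 2 and 4 and at 1946, 2937 and 612 FPKM in CCND1 amplification replicates 1, 2 and 3. The Pearson correlations across genes of log2 values were from 0.668 to 0.877 between control replicate 4 and the other libraries and from 0.874 to 0.966 among the other 5.

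**Figure D1:**
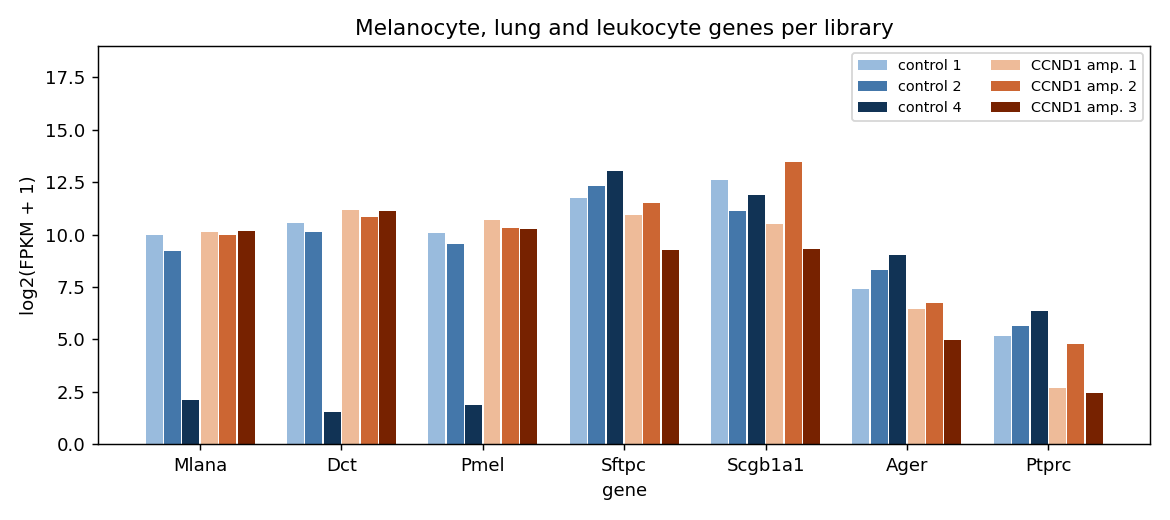
Expression of 3 melanocyte genes (Mlana, Dct, Pmel), 3 lung genes (Sftpc, Scgb1a1, Ager) and the leukocyte gene Ptprc as log2(FPKM + 1) on the y axis, with one bar for each of the 6 libraries. The melanocyte genes are near the floor in control replicate 4, with Mlana at 3.38 FPKM, and the lung genes are high in all 6 libraries.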

In order to further investigate the immune microenvironment of *CCND1* amplification, we developed a murine model of melanoma with *CCND1* amplification. 

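Ccnd1, the gene raised by the vector, lies on chromosome 7 of GRCm38 from 144929931 to 144939925 on the minus strand, and 1 of its transcripts (ENSMUST00000093962.4, 3740 nucleotides, of which 885 are coding) was listed. Ccnd1 expression was 50.0, 59.1 and 76.8 FPKM in control replicates 1, 2 and 4, a mean of 62.0 ± 13.6 (SD, n = 3). In the libraries labelled CCND1 amplification it was 31.9, 67.1 and 48.2 FPKM in replicates 1, 2 and 3, a mean of 49.1 ± 17.6 (SD, n = 3). The log2 fold change of the CCND1 amplification group over the control group was -0.37 (standard error 0.31, adjusted p = 0.509 from limma with Benjamini-Hochberg adjustment), which is within the spread between libraries (exact two-sided permutation test, p = 0.4). With each library left out in turn, the log2 fold change lay between -0.62 and -0.099. A score of lung genes as a covariate, an alternative chosen after the data were seen, moved it most, to 0.042. The highest value, 76.8 FPKM, was in control replicate 4, where the melanocyte gene Mlana was at 3.38 FPKM. Ccnd1 mRNA in a library therefore need not come from tumor cells, and expression of the vector in the B16 cells cannot be read from it. The Ccnd1 mRNA of whole libraries did not separate the groups, so the group names below are the labels of the libraries.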

We subcutaneously injected *CCND1* amplified B16 cells and control B16 cells into C57 mice. After 3 weeks, we observed that the *CCND1* amplified B16 cells produced much larger tumors than those derived from the control B16 cells (**Figures 6A, B**). Furthermore, the RNA-seq results summarized in **Figure 6C** show that the mRNA expression of CD8, Gzm, B2m, and Tap1 were decreased in tissue samples from the tumors with *CCND1* amplification (*P*<0.05). Furthermore, we also used CIBERSORT to evaluate the infiltration of 22 immune cell subsets in mice tumor tissue samples. 

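In the libraries labelled CCND1 amplification, whose Ccnd1 was not higher, all 8 genes of Figure 6C were lower than in the libraries labelled control, with every CCND1 amplification library below every control library for each gene (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). Cd8a (chromosome 6 of GRCm38, 71373427 to 71379173) was at 6.91 ± 1.09 FPKM (SD, n = 3) in the control group and 1.55 ± 0.850 FPKM (SD, n = 3) in the CCND1 amplification group, and Cd8b1 (chromosome 6, 71322788 to 71337494) at 17.9 ± 5.63 and 2.14 ± 1.60 FPKM. These genes encode the chains of the CD8 receptor of cytotoxic T cells. Among the granzyme genes, Gzmb (chromosome 14, 56258838 to 56262260) had 28.6 ± 5.93 and 1.76 ± 0.963 FPKM, a log2 fold change of -3.47 (standard error 0.34, adjusted p = 0.145 from limma), and Gzma (chromosome 13, 113093825 to 113100981) had 93.0 ± 27.3 and 6.27 ± 4.08 FPKM, a log2 fold change of -3.88 (standard error 0.55, adjusted p = 0.263). Gzmk (chromosome 13, 113171608 to 113225908) and Gzmm (chromosome 10, 79689020 to 79695261) had log2 fold changes of -2.50 and -0.87, and Gzmk was listed at 0 in CCND1 amplification replicate 3. B2m (chromosome 2, 122147686 to 122153083) was at 1560 ± 201 and 957 ± 247 FPKM, and Tap1 (chromosome 17, 34187553 to 34197225), which encodes a peptide transporter, at 23.8 ± 7.98 and 5.18 ± 0.540 FPKM, with log2 fold changes of -0.73 and -1.95. Over all genes tested, 0 of the 8 genes had an adjusted p under 0.05, and 7 of the 8 did when adjusted over the list alone, B2m being the exception. The study chose this list on the same samples, so the second count is not independent evidence. Across all genes, 0 had an adjusted p under 0.05 and 2209 an unadjusted p under 0.05, of which 1766 were lower in the CCND1 amplification group. Without control replicate 4, the library with almost no melanocyte transcripts, the mean log2 fold change of the 8 genes was -2.16, against -2.23 with it. The lung genes were also lower in the CCND1 amplification group, by a mean log2 difference of -1.78, and with the lung gene score as a covariate, an alternative chosen after the data were seen, the mean log2 fold change of the 8 genes was -1.61.

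**Figure D2:**
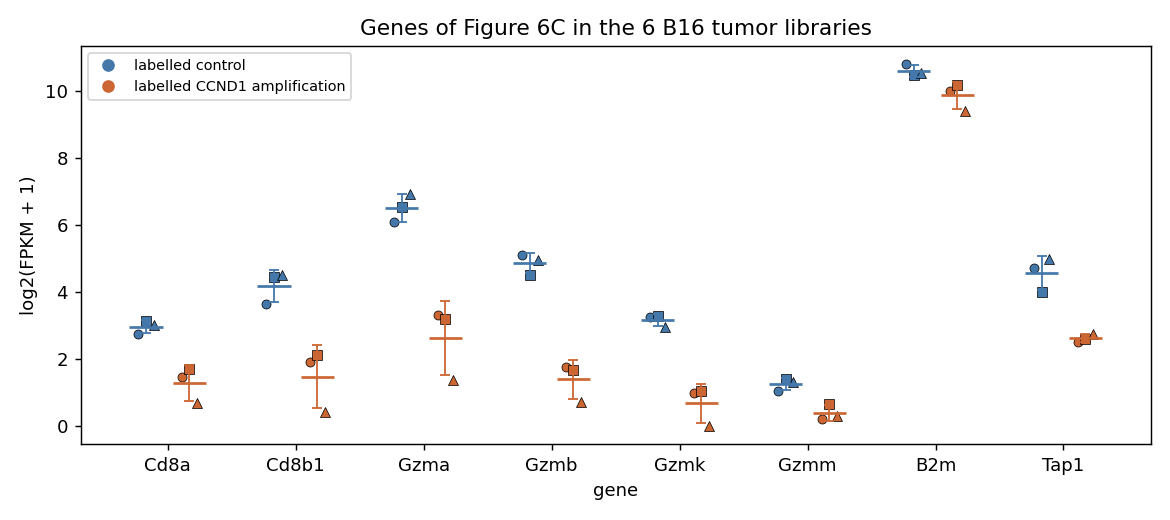
Expression of the 8 genes as log2(FPKM + 1) on the y axis; each point is a library (circle replicate 1, square replicate 2, triangle control replicate 4 or CCND1 amplification replicate 3), and the horizontal line and error bar are the mean and SD of 3 libraries. For each of the 8 genes the 3 libraries labelled CCND1 amplification lie below the 3 labelled control.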

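CIBERSORT estimates proportions of immune cell subsets from a signature matrix that was not used here, so expression of marker genes, listed before the data were examined, was measured in its place; such values are not proportions. A set's score is the mean log2(FPKM + 1) of its tested genes. The score of 8 CD8 T cell markers (among them Cd8a, Cd3e, Nkg7 and Prf1) was lower in the libraries labelled CCND1 amplification, whose Ccnd1 was not higher. The mean log2 fold change was -2.32 (adjusted p = 0.0366 from limma's fry test over 25 sets, the Figure 6C list being one). Of the CD8 T cell markers, Cd8a, Cd8b1 and Gzmk are also Figure 6C genes, which the study chose on the same samples. The others, Cd3d, Cd3e, Cd3g, Nkg7 and Prf1, had log2 fold changes from -3.28 to -1.94. For 7 T follicular helper cell markers (among them Cxcr5, Bcl6 and Pdcd1) the mean log2 fold change was -1.30 (adjusted p = 0.0366 from the same limma test). For 6 plasma cell markers (among them Sdc1, Jchain and Mzb1) the mean log2 fold change was -1.45, and for 8 markers of resting memory CD4 T cells (among them Cd4, Il7r, Tcf7 and Ccr7) it was -1.37, each with an adjusted p of 0.0587 from limma's fry test. Of the 13 plasma cell genes chosen, 7 were listed. The immunoglobulin genes Igha, Ighg1, Ighg2b, Ighg2c and Igkc were not, so the plasma cell markers hold none of them. All the tested genes of these 4 sets were lower. Without control replicate 1, 2 or 4 or CCND1 amplification replicate 1, 0 of the 25 sets had an adjusted p under 0.05, and the CD8 T cell markers were at -2.45, -2.27, -2.25 and -2.50, respectively. The 10 pan-leukocyte genes were themselves lower, with a mean log2 fold change of -1.52 (adjusted p = 0.0699 from limma's fry test), and passed without CCND1 amplification replicate 2 (-1.97).
Because CIBERSORT gives shares among leukocytes, each set was also taken relative to these 10 genes. CD8 T cell markers relative to pan-leukocyte genes were at -1.88 ± 0.13 (SD, n = 3) in the control group and -2.68 ± 0.42 (SD, n = 3) in the CCND1 amplification group, with no overlap (exact two-sided permutation test, p = 0.1, adjusted p = 0.433 over 13 sets; 3 libraries against 3 allow no p under 0.1). Relative to Ptprc alone the difference was 0.086, so its direction depends on the reference, and after quantile normalization the groups overlapped (-0.70). The differences for plasma cell, T follicular helper cell and resting memory CD4 T cell markers were 0.075, 0.22 and 0.15, within the spread between libraries (exact permutation p = 0.7, 0.5 and 0.5), and with a pseudocount of 0.1 in place of 1 they changed sign, to -0.24, -0.46 and -0.35. The difference of plasma cell markers relative to pan-leukocyte genes was also reversed without control replicate 1 (-0.091) and without CCND1 amplification replicate 3 (-0.058). Without CCND1 amplification replicate 2 the differences of the 3 sets were 0.25, 0.47 and 0.31, with the groups apart for the T follicular helper cell and resting memory CD4 T cell markers, and without CCND1 amplification replicate 3 the latter were 0.043 and 0.084.

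**Figure D3:**
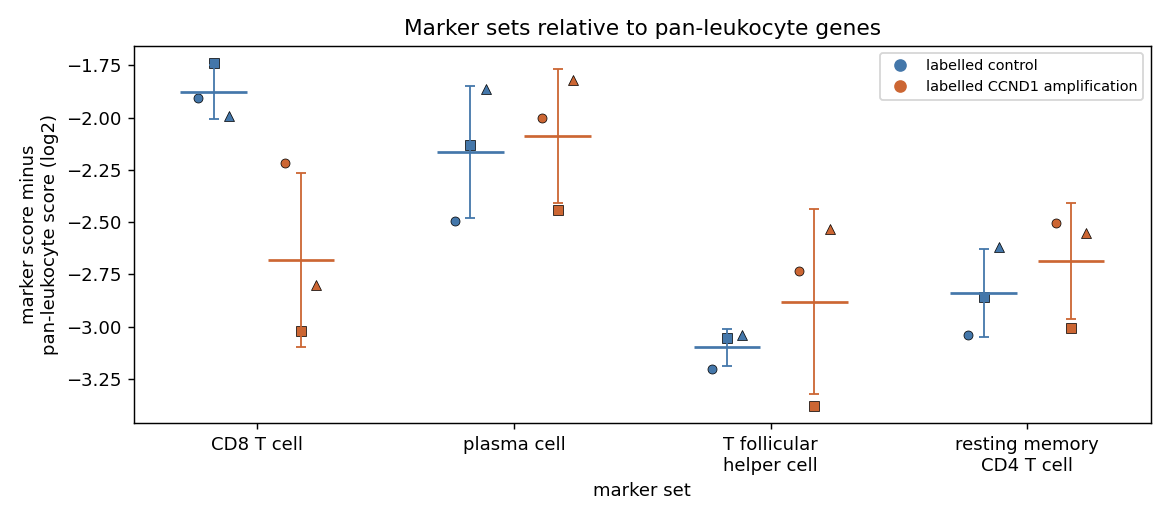
Score of each marker set minus the score of the pan-leukocyte genes, on a log2 scale on the y axis; each point is a library (circle replicate 1, square replicate 2, triangle control replicate 4 or CCND1 amplification replicate 3), and the line and error bar are the mean and SD of 3 libraries. The groups do not overlap for the CD8 T cell markers and overlap for the other 3 sets.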

As shown in **Figure 6D**, the tumors with *CCND1* amplification had significantly higher proportions of resting CD4 memory T cells (*P*=0.0380), and significantly lower proportions of plasma cells (*P*=0.038), CD8^+^ T cells (*P*=0.028), and T follicular helper cells (*P*=0.0330). Although the higher proportion of immunosuppressive cells (e.g., Tregs and monocytes) and lower proportion of immunity boosting cells (e.g., naive B cells, activated CD4 memory T cells and activated NK cells) observed did not reach significance in the tumors with *CCND1* amplification versus controls, these results indicated that *CCND1* amplification promoted an immunosuppressive tendency in tumor microenvironment and consistent with the findings of our bioinformatic analysis.

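Markers of the remaining subsets were measured in the same way. Expression of 4 regulatory T cell markers was lower in the libraries labelled CCND1 amplification by a mean log2 fold change of -0.65 (adjusted p = 0.104 from limma's fry test), with Foxp3 not listed, and that of 8 monocyte markers by -1.24 (adjusted p = 0.0955). Without CCND1 amplification replicate 3 the regulatory T cell markers were at -0.42, and without CCND1 amplification replicate 2 the monocyte markers were at -1.71 and passed the threshold. Relative to the pan-leukocyte genes, regulatory T cell markers were higher, with a difference of 0.87 and no overlap between the groups (exact two-sided permutation test, p = 0.1, adjusted p = 0.433), and monocyte markers differed by 0.28 (exact permutation p = 0.2), or by 0.15 without control replicate 4. The monocyte groups were apart in 4 of 14 settings. These were without control replicate 1 (0.354), without CCND1 amplification replicate 1 (0.346), after quantile normalization (0.336) and relative to Ptprc alone (1.17). For naive B cell markers the mean log2 fold change was -1.45 and the relative difference 0.067, within the spread between libraries (exact permutation p = 0.9). Without control replicate 4 these were -0.88 and 0.51, and without control replicate 1 the relative difference was -0.37. Activated CD4 T cell markers were at -0.96 and NK cell markers at -1.67, the latter with an adjusted p of 0.0366 from limma's fry test. The former passed without CCND1 amplification replicate 3 (-0.68), and the latter passed only without CCND1 amplification replicate 2 (-1.84) among the fits that left out one library. Their relative differences were 0.56 and -0.15, also within the spread (exact permutation p = 0.4 and 0.7). With one library left out, they ran from 0.29 without control replicate 4 to 0.92 without CCND1 amplification replicate 2, where the groups were apart, and from -0.30 without CCND1 amplification replicate 3 to 0.12 without CCND1 amplification replicate 2. The difference of regulatory T cell markers relative to pan-leukocyte genes depended on the pseudocount: it was 0.37 with a pseudocount of 0.1, where the groups overlapped, and the groups were apart in 10 of 14 settings. NK cell markers relative to pan-leukocyte genes were at -1.22 with the smaller pseudocount, where the groups were apart, and at -0.64 after rescaling to the same sum in each library, where they overlapped. With the smaller pseudocount the relative differences of naive B cell and activated CD4 T cell markers reversed, to -0.35 and -0.077, and relative to Ptprc alone that of NK cell markers did, to 0.74. The paper takes the proportions of these subsets, together with those that reached significance, and concludes that CCND1 amplification promotes an immunosuppressive tendency in the tumor microenvironment.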

**Figure 6:**
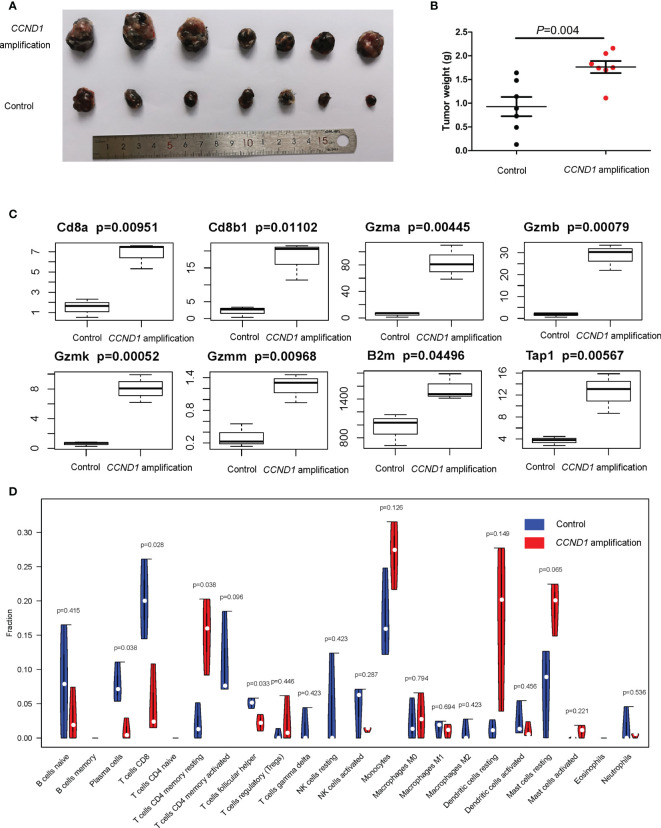
Mice models of melanoma with *CCND1* amplification interrogating the associated immune microenvironment. **(A)** Tumor appearance in each mouse was photographed. **(B)** The tumors were weighed 24 days after transplant. **(C)** Expression of CD8a, CD8b1, Gzma, Gzmb, Gzmk, Gzmm, B2m and Tap1 in *CCND1* amplification tumor tissues and controls measured using RNA-seq (*n*=3), error bars represent ± standard deviation. **(D)** The relationship between *CCND1* amplification status and immune infiltration of 22 immune cell subsets using the CIBERSORT (*n*=3).

## Discussion

In this study, we explored the profile of melanoma with *CCND1* amplification. Using data generated from melanoma tissue samples from Chinese patients, as well as the TCGA, and MSKCC databases, we have shown the following: 1) melanoma with *CCND1* amplification is an independent genomic subtype, 2) *CCND1* amplification is associated with poor prognosis in unselected melanoma patients as well as in melanoma patients treated with ICIs, and this association is stronger among patients with a high TMB, 3) *CCND1* amplification is related to an immunosuppressive TME, down-regulation of angiogenesis, and increased oxidative metabolism and lipid metabolism. Our findings support and provide an explanation for prior observations, that is despite melanoma being an immunogenic cancer type, ICIs have failed to demonstrate meaningful clinical benefits for treating melanoma tumors with *CCND1* amplification (30). We believe our results provide an important foundation for developing novel therapeutic strategies in this patient population.

*CCND1*, a G1 phase cell cycle regulator, is an oncogenic factor. Accumulating evidence shows that *CCND1* amplification is a possible risk factor for many cancers (31, 32). In a study which classed cutaneous melanomas into four genomic subtypes according to the pattern of the most prevalent significantly mutated genes, *CCND1* amplification was only significantly enriched in the Triple-WT subtype (13). This suggests that *CCND1* amplification is mutually exclusive with *BRAF*, *RAS*, and *NF1* mutations, which account for the three most common mutant genes observed in melanoma. Data from the present study also show a low frequency of co-occurrence of *CCND1* amplification with the above common mutations, supporting the opinion that *CCND1* amplification should be considered an independent genomic subtype in melanoma and may have unique biological characteristics.

The introduction of ICIs has greatly improved clinical outcomes for many patients with melanoma. However, it has been well documented that a high level of tumor SCNA correlates with worse patient survival and the magnitude of SCNA has an effect on the survival of patients receiving immunotherapy (40–44). In the present study, data from melanoma patients included in the TCGA database with different *CCND1* amplification status, irrespective of ICI treatment, did not show a statistically significant association between *CCND1* amplification levels and prognosis (**Figure 2B**). In contrast, analysis of a further data set from the MSKCC database found a significant association between *CCND1* amplification and worse survival (**Figure 2A**). In addition, for patients in the MSKCC cohort who received ICIs, *CCND1* amplification was also significantly associated with worse survival outcomes (**Figure 3A**), an observation that has been previously described (30, 33). There was a particularly notable association between patients with *CCND1* amplification and high TMB and poor survival outcomes following immunotherapy (**Figure 3E**), a result that opposes the popular concept that patients with high TMB are expected to benefit from ICIs. Our data demonstrate that *CCND1* amplification is a stronger prognostic factor for outcomes following immunotherapy in melanoma than TMB and indicate that *CCND1* amplification dramatically reduces patient survival regardless of the use of ICIs or TMB. Therefore, we conclude that ICIs may not be a suitable treatment for patients with melanoma harboring a *CCND1* amplification.

An improved understanding of the microenvironment of melanoma harboring *CCND1* amplification will support the development of new and effective therapies. Consistent with our prior findings, the present study showed that *CCND1* amplification was associated with higher proportions of Tregs and lower proportions of T follicular helper cells, CD8^+^ T cells, naïve B cells, and M2 macrophages, suggesting a trend toward an immunosuppressive immune microenvironment (33). Furthermore, we successfully established mice models of melanoma with a *CCND1* amplification which recreated a similar immunosuppressive microenvironment (**Figure 6**). Specifically, *CCND1* amplified tumor tissues exhibited decreased mRNA expression of CD8, Gzm, B2m and Tap1 and significantly lower proportions of CD8 T cell and T follicular helper cells. Taken together, the results from our bioinformatic analysis and animal experiments confirm that *CCND1* amplification facilitates an immunosuppressive immune microenvironment. There exist methodological limitations in characterizing TME. Our study is a preliminary investigation mainly focused on the predictive function of *CCND1* amplification in TME in the aspect of genome and transcriptome, so we employed ESTIMATE and CIBERSORT algorithms. The full implication of *CCND1* amplification requires in-depth studies, and we will perform more biological insights such as single cell RNA-seq or CyTOF to investigate the direct mechanism of *CCND1* amplification and primary immune resistance in future. Moreover, CDK4/6 inhibitors were recently reported to enhance the susceptibility of tumors to ICIs by suppressing Treg proliferation (47). Considering *CCND1* is an important driver of CDK4, CDK4/6 inhibitors as monotherapy or in combination with ICIs may represent a highly promising treatment for patients with melanoma harboring *CCND1* amplification (30, 48). Secondly, HIF1A, VEGFs, angiopoietin growth factors, MET, HGF, PDGFs and FGF2/FGFR2 are TME-related molecules (49) and previous studies had revealed that cyclin D1 may play a key role in the maintenance of VEGFs, and antisense to cyclin D1 could be useful for targeting both cancer cells and blood vessels in tumor (50), we analyzed the RNA-Seq data in TCGA focusing on above-mentioned single genes. In contrast to our previous findings in a TCGA pan-cancer cohort (33), patients with melanoma in the *CCND1* High Amplification group in the present study showed downregulation of many genes associated with angiogenesis (*HIF1A*, *VEGFs*, *VEGFRs*, *FGFs*, and *FGFRs*) (**Figure 5C**). This suggests that angiogenesis may not contribute to the initiation and progression of melanoma tumors harboring a *CCND1* amplification, and antiangiogenic agents may not be effective in this subset of patients.

Our signaling pathway analysis provided novel insights into therapies based on the oxidative metabolism and lipid metabolism activity in melanoma with *CCND1* amplification. Recently, energy metabolism in tumor cells has been under growing scrutiny. Oxidative metabolism, especially high levels of ROS, have been associated with induction of tumorigenesis, which involves many elements including DNA damage, and *Ras* and *Myc* oncogenes (51, 52). Accordingly, in our study, we observed the characteristic activation of oxidative metabolism in response to *CCND1* amplification, indicating that treatment strategies blocking oxidative phosphorylation, limiting adaptions to ROS signaling, and increasing antioxidant systems may be effective in melanoma with *CCND1* amplification. We speculate that *CCND1* gene amplification activates metabolism signaling pathways, such as the enhanced oxidative metabolism in cancer cells promotes activation of PI3K-Akt-mTOR signal axis, and then constructs an immune barrier of tumor microenvironment, resulting in resistance to ICIs therapies. This mechanism is the next thing we are going to verify. In addition, our study also identified aberrantly activated lipid metabolism in melanoma with *CCND1* amplification (**Figure 5A**). Prior reports have shown that enhancing fatty acid catabolism improved CD8^+^ T cell antitumor effects (53). Viewed from the perspective of cancer cell biology, recent reports that cancer cells exploit sapient biosynthesis indicate an alternative fatty acid metabolism that can increase cancer plasticity (54). Our data showed an elevated lipid metabolism that may originate from the CD8^+^ T cell and melanoma cells subjected to hypoxia and hypoglycemia. Thus, it is tempting to speculate that targeting lipid metabolism, for instance utilizing a PPAR-α agonist which specifically targeted T cells in the TME (53), to promote fatty acid catabolism by CD8^+^ T cells, or blocking the activated fatty acid metabolism pathway of cancer cells, may be a potential therapeutic option.

In summary, we analyzed data from three different cohorts of patients with melanoma to explore *CCND1* amplification as a distinct genomic subtype. We confirmed that *CCND1* amplification is an unfavorable prognostic factor for patients with melanoma, especially for patients receiving ICIs and who were simultaneously harboring high TMB. We also confirmed the presence of an immunosuppressive TME, down-regulation of angiogenesis-related molecules, and specifically activated metabolism signaling pathways in this melanoma subtype. Understanding the mechanism by which *CCND1* amplification is associated with a poor response to ICIs can provide a basis for developing therapeutic strategies to improve the efficacy of current immunotherapies. Based on our findings, we propose potential therapeutic options such as avoiding ICIs and antiangiogenic monotherapy, while employing CDK4/6 inhibitors alone or in combination with ICIs, and targeting oxidative metabolism and lipid metabolism pathways. We believe the definition of *CCND1* amplification as a unique genomic melanoma subtype, and application of genotype-specific treatments, offers a promising direction for the development of therapeutic strategies for treating melanoma patients with *CCND1* amplification.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding authors.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Ethics Committee of Fujian Provincial Cancer Hospital. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Fujian Medical University.

## Author Contributions

JLiu, JLin, XW, XZ carried out the whole research. XG, YH, JX statistically analyzed all the data and graphed. BL help in assays. GC and CC developed the concept. LS and YC obtained the funds and organized the study. All authors read and approved the final manuscript.

## Funding

The work was supported by in part by the National Natural Science Foundation of China (Grant No. U1705282, 32000550), Fujian provincial health and family planning research talent training program (Grant No. 2018-ZQN-13), Natural Science Foundation of Fujian Province (Grant No. 2020J05073), Fujian Provincial Clinical Research Center for Cancer Radiotherapy and Immunotherapy (Grant No.2020Y2012).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

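RNA-seq was available for 6 libraries of B16 tumors in mice, 3 labelled control (replicates 1, 2 and 4) and 3 labelled CCND1 amplification (replicates 1, 2 and 3). Groups were taken from the labels of the libraries, which speak of CCND1 overexpression where the paper and this text say amplification. The number of libraries per group is that of the paper. The human cohorts were not analysed here.

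The authors deposited one table of transcripts, and its values were taken as FPKM that the authors had already normalized and filtered; each of the 26890 transcripts has a mean of at least 0.5 in one group. The paper's text does not name the aligner, the genome build, the annotation or the unit, so TPM of a filtered list is not excluded. No counts were analysed, and no count model was run. Identifiers were matched to GENCODE M21 on GRCm38 without their version: 26819 transcripts matched, 25516 of them with the same version, and 71 were left out. FPKM values were summed over the transcripts of each gene, which gave 13716 genes, of which 6723 had more than 1 listed transcript. Coordinates are those of GENCODE M21. Depth could be read from the steps of low FPKM values only in CCND1 amplification replicates 1 and 3 (an estimate of 10045218 and 11560367 fragments), where 50.0% and 43.1% of the low values lay at whole steps, against at most 28.2% and 22.4% in uniform draws. In control replicate 1 the share was 33.3% against 32.3%, too close to use, and in the other 3 libraries it was under that of the draws, so no counting interval is given.

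The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), for the 13323 genes with a mean of at least 0.5 FPKM over the 6 libraries, with trended empirical Bayes variances and Benjamini-Hochberg adjustment at 0.05. The replicate number was not used as a block. Gene sets with at least 3 tested genes were tested with fry, 25 of the 27 sets listed; keratinocyte and skeletal muscle genes had too few tested genes. Of the 326 genes in the sets, 290 were listed. Sets of 13 immune cell types were also taken relative to 10 pan-leukocyte genes and compared with an exact two-sided permutation test. Lists of lung, liver, kidney, heart, adipose tissue, intestine and thymus genes were written after control replicate 4 had been seen to lack melanocyte transcripts and before the values of the lung genes were seen. The genes named are those the paper names for the mouse tumors, the members of the sets discussed and, because no gene passed the threshold, the 3 genes with the smallest unadjusted p in each direction. Scgb1a1, Scgb3a2, Cyp2f2 and Ager are named from the lung list, the first 3 of them after their values had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

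The limma fit was tested on simulated data for 13323 genes with 200 genes changed by a log2 value of 2, in 5 draws. Fry was run on the same draws, and its result is not given here. With the SDs of the real genes shuffled among genes, 59.8% of the changed genes were recovered and 6.27% of the calls were false. With a low spread, 100.0% were recovered and 4.76% of the calls were false. The noise was normal and independent between genes, without an outlying library such as control replicate 4. The simulation thus checks the code and does not give the power or error rate in the real libraries.

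Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter of at least 1 FPKM, rescaling to the same sum in each library, median-of-ratios scaling, quantile normalization, variances without trend, robust variances, the most abundant transcript per gene, a replicate block, leaving out each library, camera with a preset correlation of 0.01 or an estimated one, and Ptprc alone as the reference. A lung gene score as a covariate was added after the data were seen. CIBERSORT was not rerun because its signature matrix was not used here.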

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

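The tests on depth were chosen after the result had been seen, and those on lung genes, other organs and pigment genes before the values they use were seen, though after control replicate 4 had been seen to lack melanocyte transcripts. Melanocyte lineage genes, which the paper does not analyse in the mouse tumors, had a mean score that was higher in all 3 libraries labelled CCND1 amplification than in all 3 labelled control, with a mean log2 fold change of 2.53 (limma's fry test, adjusted p = 0.309). The group mean was higher for 10 of 10 genes, but the libraries of the groups overlapped for 4 of them (Mlana, Slc45a2, Gpr143 and Oca2). Across the alternatives the adjusted p of fry for the melanocyte lineage genes ran from 0.0788 to 0.979, the latter with a lung gene score as a covariate, an alternative chosen after the data were seen, and with all 6 libraries it was 0.0016 with camera's preset correlation and not under 0.05 with its estimated one. Most of the difference came from 1 library. Without control replicate 4 the mean was 0.55 (limma's fry test, adjusted p = 0.108), and the scores of control replicates 1 and 2 still lay below those of the 3 CCND1 amplification libraries. In control replicate 4, Mlana was at 3.38 FPKM, Dct at 1.88 and Pmel at 2.64, against at least 596, 1108 and 745 FPKM in the other 5 libraries.

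Several technical explanations were weighed for control replicate 4. The number of genes above 0, 13499 in this library, decides nothing on depth, since 97.4% to 99.2% of the genes were above 0 in each library. A low depth is argued against by genes of the same abundance: in this library 10 of the 10 melanocyte lineage genes were below 0.1 times their median in the other 5 libraries, against 2.06% of the 8592 other genes with a median in the same range there. A loss of pigment genes in the B16 cells as the whole cause is argued against by the lung list, whose median was 2.13 times the highest of the other 5 libraries and which the loss would leave unchanged. Another organ is argued against by the lists of liver, kidney, intestine, thymus, keratinocyte and skeletal muscle genes, with a median of 0 in this library, and of adipose tissue, with 0.713 FPKM. Of the liver, kidney, intestine and thymus genes only 4 of 10, 1 of 8, 3 of 7 and 2 of 5 were listed at all, and of the keratinocyte and skeletal muscle genes 3 of 10 and 2 of 10. The heart list had the highest median among them, 16.9 FPKM, but was also at 14.7 in control replicate 2 and 10.9 in CCND1 amplification replicate 2, so it was not particular to this library. Lung tissue in place of tumor tissue remains a candidate explanation: the 16 lung genes, none of which is in another list, had a median of 332 FPKM in this library, with Sftpc at 8376 and Ager at 524 FPKM. The part of that test which expected these genes to be near 0 in the other 5 libraries was not met, since their medians there lay between 21.6 and 156 FPKM. A biological difference between the groups in melanocyte content stays open and was not tested apart from these values.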

How the results depend on the processing

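Under each alternative there were 0 genes with an adjusted p under 0.05, so 0 of the 8 genes of Figure 6C passed over all genes. The 8 genes were lower in each fit that tested them (a filter of at least 1 FPKM left out Gzmm), and 6 to 8 passed when adjusted over the list alone. Genes with an unadjusted p under 0.05 numbered 2209, from 931 without CCND1 amplification replicate 3 to 3582 without control replicate 1 across the 6 fits that each left out one library, and 298 with the lung gene score as a covariate, which was chosen after the data were seen and costs a degree of freedom. Quantile normalization moved the share of lower genes among them from 79.9% to 62.8%. Ccnd1 stayed lower in the libraries labelled CCND1 amplification under the alternatives set before the data were examined, from -0.62 to -0.099 across the fits leaving out one library, and was at 0.042 with the lung covariate. Among the results for genes and sets outside the main ones, 38 were weaker, 19 stronger, 12 moved and 23 reversed under an alternative, and 642 were the same.

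The counts of gene sets were less stable. Of the immune cell sets, 3 passed, and of the other sets 3, among them the Figure 6C genes, which the study chose on these samples. Both counts were 0 with a pseudocount of 0.1, after rescaling to the same sum in each library, with the replicate block, with the lung covariate and with camera's estimated correlation, and 11 and 11 with camera's preset correlation; all 6 sets that passed fry passed that preset and 0 passed the estimate. Leaving out one library gave 0 to 4 immune cell sets and 0 to 5 other sets, with 0 of both without control replicate 1, 2 or 4 or CCND1 amplification replicate 1, and 4 and 5 without CCND1 amplification replicate 2. The CD8 T cell markers kept their direction but lost the threshold with a pseudocount of 0.1 (-3.06), after rescaling (-2.74), with the replicate block (-1.80), with the lung covariate (-1.40) and with camera's estimate (-2.32), and lay between -2.60 and -1.87 across the fits leaving out one library. The T follicular helper cell markers did so at -2.09, -1.72, -0.93, -0.67 and -1.30, and between -1.50 and -1.09. Plasma cell (-1.45) and resting memory CD4 T cell (-1.37) markers passed only with camera's preset. Across the fits leaving out one library these were between -1.72 and -1.17 and between -1.65 and -1.05. Reversals among the other sets were near 0: dendritic cell markers 0.067 and oxidative phosphorylation subunits -0.0067 with the lung covariate, M2 macrophage markers 0.082 with it and from -0.40 to 0.032 when one library was left out, the latter without CCND1 amplification replicate 3, and fatty acid metabolism genes -0.0086 after rescaling, -0.079 with the replicate block, -0.079 with the lung covariate, and from -0.050 without control replicate 4 to 0.049 when one library was left out. The cause of these changes was not tested.

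Values relative to the pan-leukocyte genes depended on the pseudocount and on the reference. With a pseudocount of 0.1 the difference of CD8 T cell markers relative to pan-leukocyte genes moved to -1.42, that of plasma cell markers relative to pan-leukocyte genes to -0.24, that of T follicular helper cell markers relative to pan-leukocyte genes to -0.46 and that of resting memory CD4 T cell markers relative to pan-leukocyte genes to -0.35. Naive B cell markers relative to pan-leukocyte genes reversed to -0.35, activated CD4 T cell markers relative to pan-leukocyte genes to -0.077 and neutrophil markers relative to pan-leukocyte genes to -0.19. NK cell markers relative to pan-leukocyte genes moved to -1.22, mast cell markers relative to pan-leukocyte genes to -1.31 and regulatory T cell markers relative to pan-leukocyte genes to 0.37. Rescaling, which makes the pseudocount smaller relative to the values, gave -1.12, -0.097, -0.10 and -0.097 for the first 4 sets and -0.15, -0.078, -0.64 and -0.66 for naive B cell, neutrophil, NK cell and mast cell markers. Relative to Ptprc alone the 4 sets were at 0.086, 0.96, 1.11 and 1.04, and NK cell and mast cell markers reversed to 0.74 and 0.65. A filter of at least 1 FPKM reversed activated CD4 T cell markers to -0.076, with fewer genes tested. Leaving out one library gave from -1.03 to -0.63 for CD8 T cell, -0.091 (without control replicate 1) to 0.25 for plasma cell, 0.043 to 0.47 for T follicular helper cell, 0.053 to 0.31 for resting memory CD4 T cell, -0.37 (without control replicate 1) to 0.51 for naive B cell, -0.30 to 0.12 (without CCND1 amplification replicate 2) for NK cell and -0.39 (without CCND1 amplification replicate 2) to 0.62 for neutrophil markers. The range was 0.15 to 0.35 for monocyte, 0.29 to 0.92 for activated CD4 T cell, 0.71 to 1.14 for regulatory T cell, 0.54 to 0.94 for dendritic cell, -0.39 to -0.059 for mast cell and 1.04 to 1.63 for M2 macrophage markers. It gave 3 to 7 sets without overlap, against 3 of 13 with all libraries, with 5 without control replicate 1 and 7 without CCND1 amplification replicate 2.

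Replicate numbers 1 and 2 occur in both groups. The deviations of same-numbered libraries from their group means had correlations of 0.0851 and -0.237 across genes, within those of pairs with different numbers (-0.396 to 0.402), so the libraries share only a number, and the replicate block gave 0 genes with an adjusted p under 0.05 and 1496 with an unadjusted p under 0.05. No count model was run, because no counts were analysed. The unknown depth of 4 libraries limits what can be said of genes listed at 0.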

Differences from the paper's values

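The panels of Figure 6C draw each of the 8 genes higher in the group named CCND1 amplification, whereas the paper's text and the libraries' labels give lower values in that group. Apart from B2m, the panel medians match the deposited values only with the group names exchanged. The B2m medians are within 1.5 times under either naming. They are about 1000 for control and 1500 for CCND1 amplification in Figure 6C, read by eye. The libraries of the same names had medians of 1476 and 1032 FPKM. On the exchanged scale 15 of the 16 medians are within 1.5 times those computed here. One of these 15 is Tap1 in the panel's control group, at about 3.9 in Figure 6C, read by eye, against 5.07 FPKM in the libraries labelled CCND1 amplification, a gap larger than the SD of 0.540 FPKM. For Cd8b1, the panel's CCND1 amplification median is about 21 in Figure 6C, read by eye, and the median of the libraries labelled control was 20.7 FPKM, against 2.73 FPKM in the libraries labelled CCND1 amplification. The exception, by more than 1.5 times and by more than the SD, is also Tap1: the paper's panel median for CCND1 amplification is about 13 in Figure 6C, read by eye, and the median of the libraries labelled control was 25.6 FPKM, against 5.07 FPKM in the libraries labelled CCND1 amplification. Among the alternatives set before the data were examined, the values without control replicate 1 (22.9 FPKM) and without control replicate 4 (20.3 FPKM) fell within the spread of 2 libraries; none of the others closed the gap, with the most abundant transcript per gene giving 23.0 FPKM.

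The paper calls all 8 genes of Figure 6C significant. Here 0 of the 8 passed over all genes under each alternative, and the exact two-sided permutation p was 0.1 for each. Adjusted over the list alone, 7 of the 8 passed, and all 8, B2m included, after rescaling to the same sum in each library, with quantile normalization, with variances without trend, with robust variances and without control replicate 4.

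The paper states a higher proportion of resting memory CD4 T cells in the tumors with CCND1 amplification. The markers of these cells were lower there, with a mean log2 fold change of -1.37, and relative to the pan-leukocyte genes their difference was 0.15, within the spread between libraries. Proportions and marker expression are not the same measure. The paper states lower proportions of plasma cells and T follicular helper cells, whereas plasma cell markers relative to pan-leukocyte genes differed by 0.075 and T follicular helper cell markers relative to pan-leukocyte genes by 0.22, in the other direction and within the spread; with a pseudocount of 0.1 they were at -0.24 and -0.46, and after rescaling to the same sum in each library at -0.097 and -0.10. Without control replicate 1 and without CCND1 amplification replicate 3 the plasma cell difference was -0.091 and -0.058. The plasma cell markers tested held no immunoglobulin gene, because those chosen were not listed, which limits this comparison. For regulatory T cells, monocytes, activated CD4 memory T cells and naive B cells the paper gives a direction and states that the difference was not significant. It gives higher proportions of regulatory T cells and monocytes; expression of their markers was lower, at -0.65 and -1.24, and higher relative to the pan-leukocyte genes. It gives lower proportions of activated CD4 memory T cells and naive B cells, whereas activated CD4 T cell markers relative to pan-leukocyte genes differed by 0.56 and naive B cell markers relative to pan-leukocyte genes by 0.067. With a pseudocount of 0.1 they were -0.077 and -0.35, and the former was -0.076 with a filter of at least 1 FPKM. For naive B cells it was also negative after rescaling (-0.15), without control replicate 1 (-0.37) and without CCND1 amplification replicate 1 (-0.032). The paper describes the injected cells as CCND1 amplified, and Ccnd1 had a log2 fold change of -0.37 between the groups of libraries, and of 0.042 with the lung gene score as a covariate, which was chosen after seeing the values. These values are of whole libraries and not of the injected cells.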

Other observations

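The tests in this part on the lung genes, on the size of the fold changes of the genes of Figure 6C, on the comparison of CD8 T cell with monocyte markers and with stromal genes, on exchanged group names and on Ccnd1 without control replicate 4 or against melanocyte genes were chosen after the values had been seen.

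Genes of lung epithelium were abundant in all 6 libraries, although the paper describes subcutaneous tumors. The median of the 16 lung genes was 156, 147 and 332 FPKM in control replicates 1, 2 and 4 and 59.0, 130 and 21.6 FPKM in CCND1 amplification replicates 1, 2 and 3. Reads of control replicate 4 in the other libraries would leave every lung gene highest in that library, and 3 of the 16 were higher elsewhere, which argues against such reads as the whole source. Scgb1a1, Scgb3a2 and Cyp2f2, named after their values had been seen, were at 11315, 528 and 401 FPKM in CCND1 amplification replicate 2 and at 6319, 400.3 and 238 FPKM in control replicate 1, against 3767, 131 and 130 FPKM in control replicate 4. Expression of the lung genes by the B16 cells is argued against by the melanocyte lineage genes, whose score fell as the lung score rose (Pearson r = -0.657, exact permutation p = 0.168, adjusted p = 0.168, and Spearman rho = -1, exact permutation p = 0.00278). Without CCND1 amplification replicates 1 and 3, the libraries farthest from the median lung score, r was -0.990. That value rests on control replicate 4, whose melanocyte score was 0.989. The score was 6.99 and 6.87 in control replicates 1 and 2 and 7.32 in CCND1 amplification replicate 2. In control replicate 4 the lung genes were highest by their median while Mlana was at 3.38 FPKM. Lung tissue in the sequenced samples, of whatever origin, may account for these transcripts; apart from expression by the B16 cells, no biological explanation was tested.

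The lung score followed the immune genes. Across the 6 libraries its correlation with the pan-leukocyte genes was r = 0.979 (exact permutation p = 0.00139, adjusted 0.00231 over 5 relations; Spearman rho = 1, p = 0.00278), and 0.850 without the 2 libraries farthest from the median lung score (CCND1 amplification replicates 1 and 3). For the 8 genes of Figure 6C it was 0.876 (exact permutation p = 0.00139, adjusted 0.00231), and 0.569 without those 2 libraries, and for the CD8 T cell markers 0.910 (with the same exact permutation p) and 0.584, so much of these relations rests on those libraries. For stromal genes it was 0.943 (exact permutation p = 0.00694, adjusted 0.00868) and 0.927. Spearman's rho was 1 for these sets (exact permutation p = 0.00278). Each group has 3 libraries, too few for a correlation within it, and the lung score itself separates the groups. For the pan-leukocyte genes, less lung tissue in the libraries labelled CCND1 amplification is a candidate explanation: relative to the lung genes the groups overlapped, with a difference of 0.26, and with the lung covariate the mean log2 fold change was -0.44 (limma's fry test, adjusted p = 0.329; across the other alternatives fry gave 0.0441 or more). For the Figure 6C genes this explanation cannot be told apart from a difference between the groups. Relative to the lung genes they differed by -0.45 with overlap (exact permutation p = 0.6), while with the lung covariate the mean was -1.61 (limma's fry test, adjusted p = 0.110; across the other alternatives fry gave 0.00475 to 0.132), and only 6 libraries bear on it. Without the covariate, camera gave these sets an adjusted p of 6.42e-06 and 1.48e-08, respectively, with its preset correlation and 0.282 for both with its estimated one.

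Other explanations for the lower immune genes were weighed. With the threshold over all genes, 0 of the 8 genes passed without control replicate 4, but 0 passed with it too, so that test decided nothing. By the size of the fold changes, control replicate 4 alone is argued against, since the mean was -2.16 without it and control replicates 1 and 2 lay above all 3 CCND1 amplification libraries. A lower share of all leukocytes alike stays open by the first test, since CD8 T cell markers relative to pan-leukocyte genes differed by -0.80 but by 0.086 relative to Ptprc alone. It is argued against by the monocyte markers, below which the CD8 T cell markers fell by a further log2 difference of -1.08, with the groups apart in 14 of 14 settings. The CD8 T cell markers include Cd8a, Cd8b1 and Gzmk, which the study chose on these samples, so this test and the next are not fully independent of that choice. Dilution by tumor cells is argued against for the CD8 T cell markers, which differed by -1.09 relative to stromal genes, apart in 14 of 14 settings. For the pan-leukocyte genes it cannot be told apart, since stromal minus pan-leukocyte genes differed by 0.42 without control replicate 4, with overlap. An effect of Ccnd1 on the immune cells was not tested apart from these and remains among the open explanations.

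Ccnd1 was not higher in the libraries labelled CCND1 amplification. Fewer tumor cells there are argued against by the melanocyte lineage genes, whose scores were higher by 0.55 without control replicate 4, with no overlap. A high control mean from control replicate 4 cannot be told apart from no difference: without this library the log2 fold change was -0.21, nearer to 0, and the groups overlapped. Ccnd1 was highest in this library, at 76.8 FPKM, with Mlana at 3.38 FPKM, so Ccnd1 in a library need not come from tumor cells. The coding sequence is 23.7% of the listed transcript, so a vector that carries only the cDNA could add less to its FPKM than a full transcript would; the vector's own level was not measured, and this stays open. Exchanged group names, which the panels of Figure 6C bring up, cannot be told apart by this gene, since its groups overlap (exact permutation test, p = 0.4).

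Among the 10 splits of the 6 libraries into 3 and 3, 1 gave at least as many genes with an unadjusted p under 0.05 as the real split, which is the real split with 2209; the split of control replicate 1 with CCND1 amplification replicates 1 and 3 against the rest gave 2144, and all 10 gave 0 genes with an adjusted p under 0.05. With 10 splits the share cannot fall under 0.1. Of the genes tested, 3274 (24.6%) had groups that did not overlap, where chance gives 10%.

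The genes with the smallest unadjusted p were Gzmb, Zap70 and Arhgap4 among the lower and Tmem70, Lrp11 and Slc35f6 among the higher. Zap70, a T cell kinase gene, was at 4.07 ± 0.256 FPKM (SD, n = 3) in the control group and 0.192 ± 0.103 FPKM in the CCND1 amplification group (adjusted p = 0.145 from limma), and Arhgap4 was at 3.43 ± 0.636 FPKM and listed at 0 in 2 of the 3 CCND1 amplification libraries. Tmem70 was at 10.1 ± 2.05 and 30.7 ± 2.77 FPKM, a log2 fold change of 1.53 (adjusted p = 0.263 from limma), Lrp11 at 0.566 ± 0.298 and 3.65 ± 0.540 FPKM, and Slc35f6 at 3.64 ± 0.973 and 10.5 ± 0.745 FPKM.

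The paper reports angiogenesis molecules, oxidative phosphorylation and fatty acid metabolism in human tumors only. In the mouse libraries the mean log2 fold change of the 23 angiogenesis molecules was -0.97 (limma's fry test, adjusted p = 0.0951), and -0.75 without control replicate 4. Of these, 19 were lower. Hif1a (1.00), Met (1.62), Vegfb (0.90) and Angpt2 (0.16) were higher, with the groups apart for Hif1a and Met, whereas the paper reports lower HIF1A and ANGPT2 in human tumors. The mean was 0.45 for 66 oxidative phosphorylation subunits (limma's fry test, adjusted p = 0.383), and 0.038 without control replicate 4. For 35 fatty acid metabolism genes it was 0.014 (limma's fry test, adjusted p = 0.896), and -0.050 without control replicate 4. Antigen presentation and interferon genes were at -1.16 and immune checkpoint genes at -0.85 (each adjusted p = 0.0366 from limma's fry test), and neither passed without control replicate 1, 2 or 4 or CCND1 amplification replicate 1, where the former were at -1.05, -1.21, -1.22 and -1.22 and the latter at -0.85, -0.92, -0.77 and -0.87. Stromal genes were at -1.24, red blood cell genes at -2.50, lymph node and B cell follicle genes at -1.26 and proliferation genes at 0.78, the last 0.12 without control replicate 4 and 1.19 without control replicate 1; dendritic cell, mast cell, M2 macrophage and neutrophil markers were at -0.82, -1.76, -0.22 and -1.48, with M2 macrophage markers at 0.032 without CCND1 amplification replicate 3 and neutrophil markers at -2.36 without CCND1 amplification replicate 2 and -0.85 without CCND1 amplification replicate 1. None of these 8 sets had an adjusted p under 0.05; red blood cell genes did without CCND1 amplification replicate 2 (-3.25). M2 macrophage markers relative to pan-leukocyte genes were at -1.76 ± 0.47 (SD, n = 3) in the control group and -0.47 ± 0.59 (SD, n = 3) in the CCND1 amplification group, the largest relative difference among the 13 sets (exact two-sided permutation test, p = 0.1, adjusted p = 0.433), with the groups apart in 14 of 14 settings and differences from 1.04 to 2.18. This difference came with a fall of the pan-leukocyte genes (-1.52) and not with a rise of the M2 macrophage markers. Of the 6 tested, 3 were lower, with the groups apart for Mrc1 (-1.02) and Cd163 (-1.04). The groups overlapped for Arg1, Retnla, Chil3 and Ccl24. Dendritic cell, mast cell and neutrophil markers differed relative to pan-leukocyte genes by 0.70, -0.24 and 0.039 with overlap. The groups were apart for dendritic cell markers without control replicate 4 (0.81), without CCND1 amplification replicate 2 (0.94) and relative to Ptprc alone (1.59). For the 3 mast cell markers they were apart without control replicate 1 (-0.39), with a pseudocount of 0.1 (-1.31) and after rescaling to the same sum in each library (-0.66), while the difference was -0.059 without control replicate 4 and 0.65 relative to Ptprc alone. Neutrophil markers ran from -0.39 without CCND1 amplification replicate 2 to 0.62 without CCND1 amplification replicate 1.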
